A study of Homo sapiens with 3 samples. Its data were reported in "Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus" (2020).

How the data were processed

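Polyadenylated RNA of 3 HEK293 cultures was sequenced from unstranded libraries: 1 control (Ctr, LacZ shRNA) and 2 CLP1 knockdown libraries, shRNA 2 as replicate 1 and shRNA 3 as replicate 2. The authors filtered reads with CASAVA, aligned them to hg19 with Bowtie 1.0.0 and counted them with bedtools over RefSeq transcripts, taking only reads wholly inside a feature. The deposited count tables hold raw read counts per feature of each transcript and the feature length in bp, with no normalization. Their features are the coding exons, the 5'UTR, the last exon up to the most proximal annotated polyadenylation site, and the distal 3'UTR beyond it. Transcripts of a gene share reads. The deposited comparison tables hold the authors' log2 fold change and adjusted p-value from DESeq, made from 1 library against 1. Their direction is not named in the file headers and was read from the counts. In these tables, 4 columns of normalized values carry no library name and were not used.

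The tables held 38718 transcripts, of which 96.5% were assigned to a current gene symbol, giving 22731 genes. Reads were summed over the features of 1 transcript per gene, the one with the most reads over the 3 libraries. Totals were 4993839 reads for the control, 15870698 for shRNA 2 and 12841042 for shRNA 3. Gene symbols came from the RefSeq annotation of GRCh38.p14, later than that of the counts and used for names alone, and positions and exon overlaps from the GENCODE annotation lifted to GRCh37, the assembly also called hg19.

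Expression was tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr) in R 4.3.3, with both CLP1 knockdown libraries against the control, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The model leaves 1 residual degree of freedom, and the lone control is assumed to vary like the knockdown libraries. Standard errors were the log2 fold change over the root of the F statistic. Fold changes per hairpin are differences of log2 CPM, scaled to TMM-adjusted library totals with 2 reads added on average, with no test. Levels of CLP1 are scaled to plain library totals and carry exact Poisson intervals, ratios of levels carry exact conditional intervals, and shares carry Wilson intervals, at 95%. A gene at 0 reads was set to a floor of 3 reads for a bound on its fold. For overlaps and correlations of the hairpins, 100 sets of unchanged libraries sharing 1 control were simulated with the dispersion of the fit.

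Before the data were examined, 19 gene lists were fixed: core factors of cleavage and polyadenylation, other factors that the study screened, tRNA splicing, Integrator, examples of alternative polyadenylation, targets of p53, targets of ATF4 and the unfolded protein response, interferon response, cell cycle, cholesterol synthesis, replication-dependent histones, oxidative phosphorylation, reference genes, HEK293 lineage, markers of fibroblasts, immune cells, epithelium and hepatocytes, and the study's mouse AIRE-sensitive genes. Each median was set among 10000 random lists of the same size matched on mean expression in 20 bins. The named genes were chosen by a rule set at the same time: CLP1, the 12 largest rises and 12 largest falls by the smaller of both hairpins' fold changes among genes past the test, changed the same way by both hairpins, with a mean of at least 5 CPM, up to 4 members of each list with the largest mean change, and the 10 largest increases and 10 largest decreases of the d3'UTR ratio. The remaining genes past the test of the ratio (DDX5, NEFL, RPS23 and RPL27A) were added after their values were seen. Not every gene that the rule chose is printed.

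The d3'UTR ratio was the distal 3'UTR reads per bp over the reads per bp of the last exon before the proximal site, for 8827 genes with such a region. Genes with no upstream read in a library were left out of its median. Medians carry bootstrap intervals from 2000 resamples of genes, or of transcripts where every transcript was counted. A changed ratio was tested with the edgeR interaction of region and knockdown, with library and region terms (1 residual degree of freedom), in genes with at least 30 reads in both regions together. Pairs of libraries were compared with two-sided Fisher's exact tests, and libraries were thinned at random to the smallest total in 20 draws (5 for the Fisher tests). For the overlap of Fisher calls, 5 sets of unchanged libraries were simulated.

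The alternatives were DESeq2 1.42.0, limma 3.58.1 with voom, other scaling (library totals, upper quartile), other filters on low counts, coding exons with the 5'UTR alone, every transcript on its own, 0.5 or 5 reads added before the log, 10 expression bins, minimums of 10 or 100 reads and a minimum of 200 bp for the distal region, thinning, and leaving out each knockdown library. A loess trend on transcript length was added after seeing the data. The tests were run on simulated data with the dispersion of the real libraries and 200 changed genes. edgeR recovered 57% of expression changes of 1 on the log2 scale and 90% of those of 2, and called 6 unchanged genes. Its interaction test recovered 19% and 63%, and called 2 unchanged genes, so most changes of 1 on the log2 scale were missed. Computations in Python 3.11.15 used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.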

Results

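RNA was sequenced from 3 cultures of HEK293, a human embryonic kidney cell line that does not express AIRE. Each culture was infected with a lentivirus carrying 1 short hairpin RNA (shRNA) and kept under puromycin. The control (Ctr) carried a hairpin against LacZ, a bacterial gene, and the CLP1 knockdown cultures carried shRNA 2 (replicate 1) or shRNA 3 (replicate 2) against CLP1, a subunit of the machinery that cleaves and polyadenylates pre-mRNA 3' ends. There was 1 library per hairpin, so no value per hairpin has a replicate. With 1 transcript kept per gene, the libraries held 4993839 reads for the control, 15870698 for shRNA 2 and 12841042 for shRNA 3, so the knockdown libraries were 3.18 and 2.57 times deeper. Intervals on reads cover counting error only.

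The first comparison asked whether the hairpins lowered their target. CLP1 (NM_006831), on chromosome 11 from 57415661 to 57429337 of hg19, with exons that overlap YPEL4, was lower in both knockdown libraries. The control held 214 CLP1 reads, or 42.9 CPM (reads scaled to the library total; 95% Poisson interval 37.3 to 49.0). The shRNA 2 library held 162 reads, or 10.2 CPM, which was 23.8% of the control level (19.3 to 29.4). The shRNA 3 library held 165 reads, or 12.8 CPM, which was 29.99% of the control level (24.3 to 36.9). CLP1 was thus 76.2% lower with shRNA 2 and 70.02% lower with shRNA 3. On TMM-adjusted totals its ratio to the control was 0.264 (0.214 to 0.326) with shRNA 2 and 0.330 (0.268 to 0.406) with shRNA 3.

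**Figure D1:**
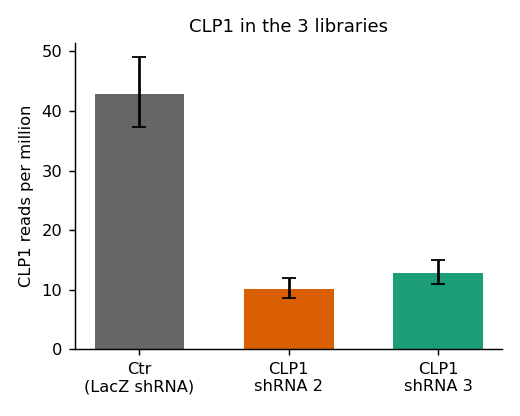
CLP1 CPM in the control library and in the libraries of CLP1 shRNA 2 and shRNA 3. Bars start at 0 and error lines are 95% Poisson intervals of 1 library each; the control stood at 42.9 and the knockdown libraries at 10.2 and 12.8.

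The second comparison asked which genes differed in expression between CLP1 knockdown and control. Genes of the amino acid and unfolded protein stress responses rose, and genes of cholesterol synthesis and replication-dependent histone genes fell. Of 15532 genes tested with edgeR, 1694 rose and 1618 fell at an adjusted p under 0.05, and CLP1 fell by 1.75 on the log2 scale (SE 0.23, adjusted p = 6.92e-12 with edgeR). The control had 1 library, so the spread came from the 2 knockdown libraries (1 residual degree of freedom), holds any difference between the hairpins, and is assumed to apply to the control. The p-values therefore measure a difference between these 3 cultures. With library totals in place of TMM scaling, 1010 genes rose and 2362 fell, and the median of all tested genes moved from 0.01 to -0.13 on the log2 scale. DESeq2 called 694 genes higher and 544 lower.

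GDF15, a secreted stress cytokine, went from 17 control reads to 825 and 512 reads (edgeR log2 fold change 3.90, SE 0.34). NUPR1, a stress-induced nuclear protein, went from 10 reads to 746 and 253 (4.20, SE 0.38), and TNFRSF9, a receptor of the TNF family, from 22 to 920 and 766 (3.88, SE 0.32). S100P, a calcium-binding protein, rose by 4.37 on the log2 scale (SE 0.42), RAPGEF3, a cAMP-activated exchange factor, by 3.13 (SE 0.31), ALPK2 by 3.30 (SE 0.35) and INPP5D, a lipid phosphatase, by 2.97 (SE 0.34). FGF21, a stress-induced hormone, had 1 control read against 230 and 125, and its level was 80.3 times that of the control with shRNA 2 (95% counting interval 14.3 to 3186) and 53.5 times with shRNA 3 (9.43 to 2131). GDAP1L1 also had 1 control read, against 409 and 174, for ratios of 143 (25.5 to 5655) and 74.5 (13.2 to 2960). IDNK, TRIM22 and TRPV6 had 2 or 3 control reads. Their ratios with shRNA 2 were 18.5 (4.999 to 155) for IDNK, 8.03 (2.64 to 39.9) for TRIM22 and 21.8 (7.33 to 107) for TRPV6, and those with shRNA 3 were 22.5 (6.07 to 188), 19.6 (6.55 to 96.0) and 12.3 (4.06 to 60.7).

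Among genes with a mean of at least 5 CPM, some of the deepest falls were those of PEG3 and RFPL4A, both on chromosome 19. PEG3 (NM_001146184, 57321445 to 57352096), an imprinted zinc finger gene, had 260 reads in the control, 2 with shRNA 2 and 6 with shRNA 3. Its ratio to the control was 0.0027 (0.00032 to 0.0098) with shRNA 2 and 0.0099 (0.0036 to 0.0218) with shRNA 3. RFPL4A (56270463 to 56274787) had 456, 10 and 13 reads and fell by 6.66 (SE 0.28); it has near-identical paralogs, which the reads may not tell apart. LINC00624, a long noncoding RNA, had 116, 7 and 2 reads (log2 fold change -6.02, SE 0.46). MIR7-3HG, the host transcript of a microRNA, had 79, 1 and 10 reads (-5.16, SE 0.51). The immediate-early gene ARC fell (log2 fold change -3.69, SE 0.22), as did RASD1, a Ras-like protein (-5.28, SE 0.36), the neurofilament gene NEFH (-5.12, SE 0.32) and SNAI1, a transcriptional repressor (-4.20, SE 0.27). PLIN5, a lipid droplet protein (-4.29, SE 0.38), and PYGM, the muscle glycogen phosphorylase (-4.05, SE 0.36), also fell, and FOXJ1, a regulator of motile cilia, fell from 145 control reads to 28 and 19. The call of MIR7-3HG was lost with DESeq2.

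**Figure D2:**
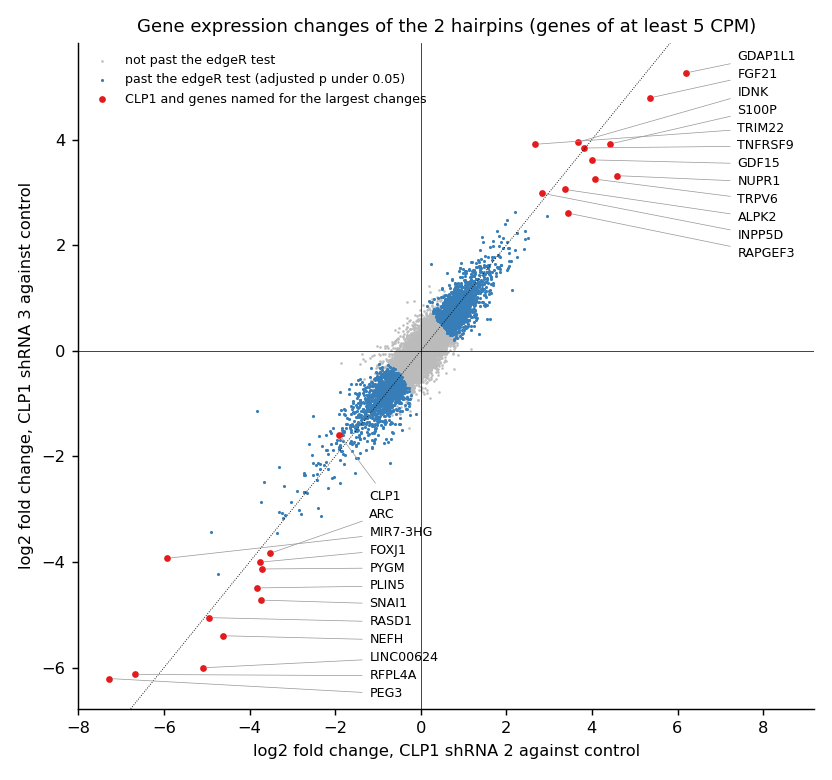
Log2 fold change of each gene against the control with CLP1 shRNA 2 (x axis) and CLP1 shRNA 3 (y axis), for genes with a mean of at least 5 CPM. Points in blue passed the edgeR test, points in red are CLP1 and the genes named in the text for the largest changes, and the dotted line marks equal values; the correlation over all 15532 tested genes was 0.87, where simulated unchanged libraries sharing the control gave 0.65.

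Of 24 targets of ATF4 and the unfolded protein response, 18 rose and 0 fell with edgeR, also when adjusted over the list alone, and DESeq2 called 15 higher and 0 lower. The list median was 1.02 with shRNA 2 and 0.94 with shRNA 3 on the log2 scale, above all 10000 random lists matched on expression for either hairpin. TRIB3, a pseudokinase induced by ATF4, rose by 2.06 (SE 0.21), the cystine transporter SLC7A11 by 1.92 (SE 0.21) and PSAT1, an enzyme of serine synthesis, by 1.81 (SE 0.21). XBP1, a transcription factor of the unfolded protein response, rose from 597 control reads to 7177 and 5026. Of 23 p53 targets, 9 rose and 3 fell with edgeR (10 and 4 adjusted over the list alone). These counts were 6 and 0 with DESeq2, 6 and 2 with limma-voom, and 6 and 4 with library totals. The list median of 0.28 with shRNA 2 and 0.54 with shRNA 3 stood at percentiles 94.0 and 100 of random lists. SPATA18 rose by 1.54 (SE 0.26), PHLDA3 by 1.06 (SE 0.25) and SESN2, which ATF4 also induces, by 1.04 (SE 0.20), while TP53INP1 fell by 1.13 (SE 0.21). The call of PHLDA3 was lost with coding exons and 5'UTR alone, and that of TP53INP1 with DESeq2.

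Of 19 genes of cholesterol synthesis, 0 rose and 10 fell with edgeR (0 and 13 both adjusted over the list alone and at an unadjusted p under 0.05), and DESeq2 called 0 and 8. The list median was -0.55 with shRNA 2 and -0.56 with shRNA 3, at percentiles 0.01 and 0 of random lists. INSIG1, a sterol-regulated brake on the pathway, fell by 2.30 (SE 0.18), and so did IDI1 (-1.49, SE 0.18) and MSMO1 (-1.42, SE 0.21). Of 15 replication-dependent histone genes, 0 rose and 11 fell, also adjusted over the list alone (0 and 12 at an unadjusted p under 0.05), DESeq2 called 0 and 5, and the list median was -1.46 and -1.78. H1-2 fell by 2.67 (SE 0.22) from 339 control reads, and H2AC20 fell by 2.97 (SE 0.48) from 52. H2BC4 had 18, 19 and 2 reads (-2.18, SE 0.72) and H4C8 had 22, 14 and 7 (-2.44, SE 0.68), and both calls were lost with DESeq2. The histone genes are mostly transcribed into RNA without a poly(A) tail, and 6 other RNAs of that kind that could be tested had a median of -1.37 with shRNA 2 and -0.80 with shRNA 3 (SCARNA17 alone stood above 0).

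Of 20 genes of oxidative phosphorylation, 7 rose and 1 fell (5 and 0 with DESeq2). Among those that rose were COX5B (1.23, SE 0.24), ATP5PO (1.09, SE 0.20), NDUFA1 (0.96, SE 0.22) and NDUFB8 (0.92, SE 0.20). The list medians of 0.30 and 0.26 stood at percentiles 95.2 and 92.4. Short transcripts lay higher as a class: the median change was 0.26 in the shortest eighth of genes and -0.08 in the longest. With a trend on transcript length taken out, an alternative chosen after seeing the data, 5 rose and 1 fell. NDUFA1 lost its call through a smaller fold (0.54, SE 0.22), and COX5B (0.81, SE 0.24), ATP5PO (0.79, SE 0.19) and NDUFB8 (0.59, SE 0.20) still passed. Of 17 markers of the HEK293 lineage, 3 rose and 6 fell (1 and 2 with DESeq2), with medians of -0.39 and -0.31 (percentiles 0.47 and 1.66). Besides NEFH, the kidney regulator LHX1 fell by 1.99 (SE 0.43) and the neurofilament gene NEFM fell by 1.94 (SE 0.41), while SOX11, at -1.57 (SE 0.75), did not pass. The call of LHX1 was lost with DESeq2 and with coding exons and 5'UTR alone.

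Few genes of the proteins that work beside CLP1 passed the test. Of 22 core cleavage and polyadenylation factors, 2 rose and 2 fell with edgeR. These counts were 0 and 1 with DESeq2, 1 and 2 with limma-voom, and 1 and 4 with library totals. RBBP6 fell by 0.96 (SE 0.18), CSTF3 fell by 0.59 (SE 0.19), CPSF4 rose by 0.75 (SE 0.22) and NUDT21 by 0.51 (SE 0.19). DESeq2 kept none of the calls of CPSF4, CSTF3 and NUDT21, that of CPSF4 was also lost with coding exons and 5'UTR alone, and that of NUDT21 also with library totals, upper-quartile scaling, a minimum mean of 5 CPM, limma-voom and coding exons and 5'UTR alone. Of 7 other factors that the study had screened, 0 rose and 1 fell, HNRNPL (-0.65, SE 0.18), which is no member of the cleavage complex. Of the accessory factors among them, SUPT16H (0.30, SE 0.19), PRKDC (-0.25, SE 0.19) and DDX17 (0.14, SE 0.19) did not pass. Of 11 genes of tRNA splicing, in which CLP1 also acts, 1 rose, the endonuclease subunit TSEN15 by 1.03 (SE 0.21), and 0 fell; TRPT1 (-0.94, SE 0.40), ZBTB8OS (0.59, SE 0.28) and RTRAF (0.43, SE 0.19) did not pass, but TRPT1 passed with library totals, with coding exons and 5'UTR alone and with the trend on transcript length taken out. Of 14 Integrator subunits, 0 rose and 0 fell with edgeR, DESeq2 or limma-voom, and 1 had an unadjusted p under 0.05, INTS7, which stood at 0.48 (SE 0.20, adjusted p = 0.0589 with edgeR). Of 21 textbook examples of alternative polyadenylation, 0 rose and 3 fell: CCND1 (-1.56, SE 0.21), TP53INP1 and TIMP2 (-0.73, SE 0.22). CD47, at 0.50 (SE 0.21), did not pass except with the length trend taken out, and TIMP2 lost its call with DESeq2 and with coding exons and 5'UTR alone.

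Of 27 cell cycle genes, 3 rose and 6 fell (2 and 4 with DESeq2, 2 and 5 with limma-voom, 1 and 7 with library totals). The thymidylate synthase gene TYMS rose by 1.44 (SE 0.20), and MKI67, a marker of proliferation, fell by 1.20 (SE 0.18), as did the mitotic kinases AURKA (-0.92, SE 0.21) and AURKB (-0.92, SE 0.19). Of 22 genes of the interferon response, 0 rose and 2 fell, IFIT1 (-1.74, SE 0.51, lost with DESeq2) and STAT2 (-0.79, SE 0.21), while BST2 (0.67, SE 0.40) did not pass. Of 13 reference genes, RPLP0 rose by 0.89 (SE 0.20) and HPRT1 by 0.66 (SE 0.20), and ACTB fell by 0.48 (SE 0.19); DESeq2 kept neither HPRT1 nor ACTB, and ACTB also lost its call with limma-voom, with no filter on low counts and with coding exons and 5'UTR alone. Few markers of other cell types could be tested. Of 3 fibroblast markers tested, COL1A1 fell by 1.60 (SE 0.25) and 0 rose, and of 3 immune markers CD14 fell by 2.27 (SE 0.41) and CD74 fell by 2.89 (SE 0.83). Of 7 epithelial markers, KRT17 rose by 1.83 (SE 0.45) and SFN fell by 1.24 (SE 0.44). The 1 hepatocyte marker tested, TF, rose by 3.44 (SE 1.18), from 1 control read to 29 and 30 reads. CD74, KRT17, SFN and TF lost their calls with DESeq2, TF also with limma-voom, and CD14 lost its call with coding exons and 5'UTR alone. Adjusted over the list alone, the epithelial list had 2 lower genes in place of 1, and the counts of all lists but the epithelial, p53 and cholesterol lists were the same as over all genes.

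The study asked about genes sensitive to AIRE, the factor that drives expression of tissue-restricted genes in the thymus. Of 300 tested genes on its list from mouse medullary thymic epithelial cells, matched here by symbol, 24 rose and 36 fell with edgeR. These counts were the same when adjusted over the list alone. DESeq2 called 12 higher and 5 lower, limma-voom 16 and 32, and edgeR with library totals 15 and 44. The list median of -0.07 with shRNA 2 and -0.06 with shRNA 3 stood at percentiles 73.9 and 64.0 of random lists matched on expression. The vacuolar pump subunit ATP6V0D2 rose from 1 control read to 107 and 78 reads (log2 fold change 5.07, SE 0.84), and TRPV6 and RAPGEF3 rose as above. CHST4 fell from 11 reads to 3 and 1 (-3.74, SE 1.10), a call lost with DESeq2.

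**Figure D3:**
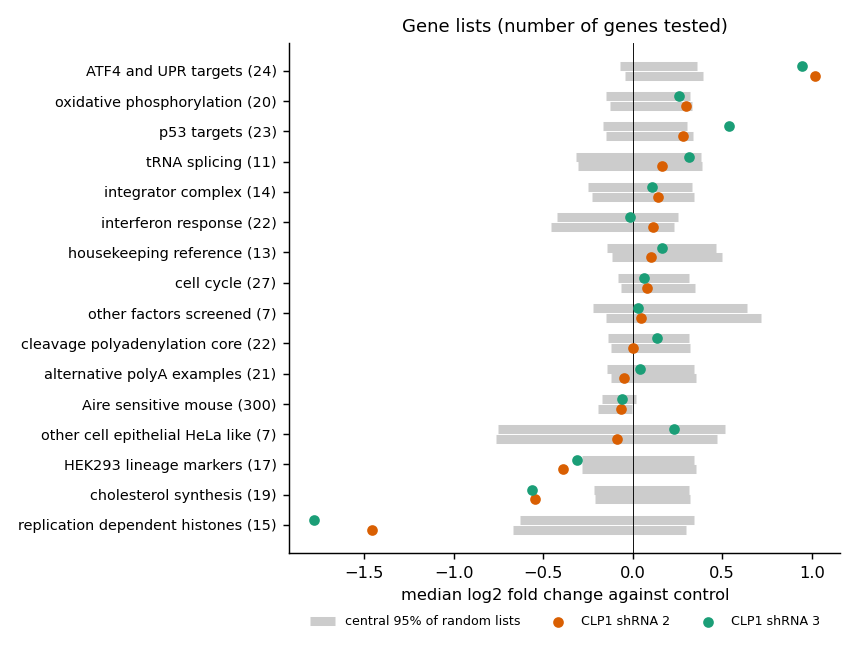
Median log2 fold change of each gene list fixed beforehand, with at least 7 genes tested (number in brackets), for CLP1 shRNA 2 and CLP1 shRNA 3 against the control. Grey bars give the central 95% of medians of 10000 random lists matched on expression; the ATF4 list (1.02 and 0.94) lay above them, the histone (-1.46 and -1.78), cholesterol (-0.55 and -0.56) and HEK293 lineage lists (-0.39 and -0.31) lay below, and the p53 list lay above with shRNA 3 alone (0.54).

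The hairpins were then compared with each other. Among 12384 genes with a mean of at least 5 CPM, 501 were at least 2-fold higher and 461 at least 2-fold lower with shRNA 2, and 421 and 450 with shRNA 3. Both hairpins shared 308 of the higher and 295 of the lower genes, where independent lists of these sizes would share 17.0 and 16.8, and simulated unchanged libraries with the same control 3.06 and 0.20. Between the knockdown libraries, 24 genes were at least 2-fold higher and 11 lower with shRNA 3. Over the 15532 tested genes, which are not independent replicates, the fold changes of the hairpins correlated at 0.87 against 0.65 in simulated libraries, and their covariance was 0.465 against 0.091, a difference of 0.373. The single control could not be split, so part of the shared calls may come from it.

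In the authors' deposited comparison tables, which set 1 library against 1, 67 of 42708 transcripts passed an adjusted p of 0.05 with shRNA 2 and 55 with shRNA 3. The control was higher for 48 and 47 of them and lower for 19 and 8. The deposited log2 ratios are taken as control over knockdown, since they ran opposite to the fold changes computed from the counts (Pearson r across genes -0.998 for either hairpin). For CLP1 they were 1.90 and 1.61 with an adjusted p of 1.

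The third comparison asked whether CLP1 knockdown changed the use of proximal polyadenylation sites. The d3'UTR ratio sets the read density beyond the most proximal site against the density in the last exon before it, so that a higher ratio means more reads from long 3'UTRs. Over all genes with such a site, the median ratio was 0.610 in the control (95% bootstrap interval over genes 0.597 to 0.625), 0.602 with shRNA 2 (0.589 to 0.617) and 0.653 with shRNA 3 (0.639 to 0.665). With all reads, the interval of shRNA 2 overlapped that of the control, and that of shRNA 3 lay above it. Each interval covers the spread over genes within 1 library. No interval was made for the difference of medians between libraries, paired by gene, so overlap does not test that difference. After thinning to the control total, the median of shRNA 2 was 0.588, below the control interval, and that of shRNA 3 was 0.642, above it. The mean difference of both hairpins from the control was 0.0173 with all reads and 0.005 after thinning. For the AIRE-sensitive list the medians were 0.583 (0.458 to 0.714), 0.580 (0.466 to 0.730) and 0.538 (0.468 to 0.612). Among the 164 listed genes with a ratio in every library, the difference from the control was -0.025 with shRNA 2, at percentile 29.1 of random lists matched on reads, and -0.105 with shRNA 3, at percentile 0.26. The control median of these genes, 0.678, was itself at percentile 99.94 of such lists, that of shRNA 2, 0.653, at percentile 99.64 and that of shRNA 3, 0.573, at percentile 71. The study took each RefSeq transcript as its unit, and transcripts of a gene share reads. With every transcript counted, the medians of the list were 0.514 in the control (0.458 to 0.634), 0.631 with shRNA 2 (0.554 to 0.743) and 0.538 with shRNA 3 (0.472 to 0.568). These intervals overlapped, but they take each transcript as a unit. They are likely too narrow, because transcripts of a gene share reads. Counting every transcript turned the mean difference of both hairpins from the control from -0.024 to 0.070. With 1 transcript per gene and libraries thinned to the control total, that difference was -0.0448 (medians 0.556 with shRNA 2 and 0.519 with shRNA 3). The list comes from mouse cells, and the study's own HEK293 list, which rests on other libraries, was not used.

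The median ratio also depended on expression level. Among genes of 0.2 to 1 RPKM it was 0.380 in the control (0.321 to 0.442), 0.501 with shRNA 2 (0.415 to 0.546) and 0.480 with shRNA 3 (0.401 to 0.544), and the median gene had 6 control reads in both regions together. After the knockdown libraries were thinned to the control total, the medians were 0.284 and 0.328. In the group of 1 to 5 RPKM, the medians were 0.619 in the control (0.583 to 0.653), 0.651 with shRNA 2 (0.616 to 0.694) and 0.691 with shRNA 3 (0.656 to 0.735). After thinning, that of shRNA 2 was 0.612, below the control median, and that of shRNA 3 was 0.656, above it. Among genes of 5 to 30 RPKM, the medians were 0.655 in the control (0.639 to 0.672), 0.632 (0.616 to 0.651) and 0.683 (0.666 to 0.701).

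**Figure D4:**
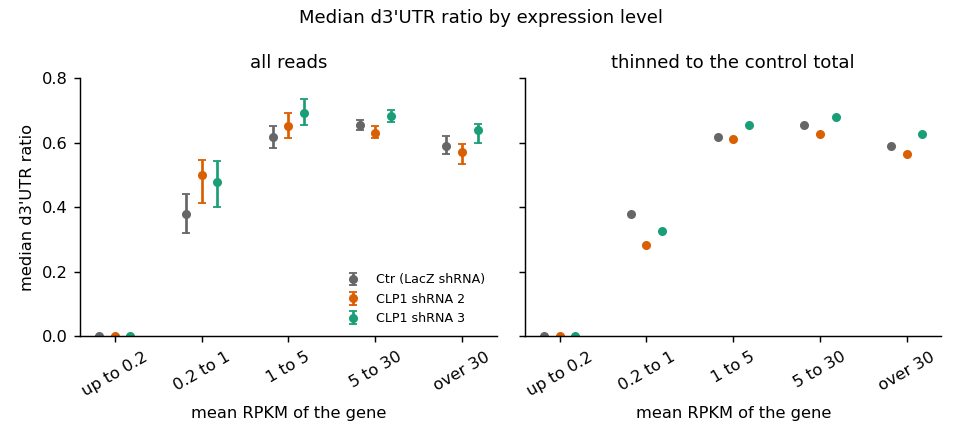
Median d3'UTR ratio of genes grouped by mean RPKM (x axis) in the control and the libraries of CLP1 shRNA 2 and 3, with all reads and 95% bootstrap intervals over genes (left) and with each library thinned to the control total (right, mean of 20 draws). In the group of 0.2 to 1 RPKM the control stood at 0.380, below both knockdown libraries (0.501 and 0.480) with all reads and above them (0.284 and 0.328) after thinning.

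Single genes with a changed ratio were few. Of 7001 genes tested with edgeR for an interaction of region and knockdown, 13 had a higher ratio and 11 a lower one after knockdown, and 429 had an unadjusted p under 0.05. DESeq2 called 0 higher and 1 lower (139 at an unadjusted p under 0.05), and limma-voom 9 and 7. The call kept by all 3 tools was that of SQSTM1, the autophagy receptor p62 (chromosome 5, 179233398 to 179265078). Its ratio fell from 0.499 in the control to 0.171 and 0.122 (log2 interaction -1.77, SE 0.25, adjusted p = 1.87e-08 with edgeR). Its exons overlap MGAT4B and MRNIP, and reads of unstranded libraries cannot be assigned to a strand.

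Among the higher ratios, that of ZNF230, a zinc finger gene on chromosome 19, went from 0.151 to 0.380 and 0.431 (log2 interaction 1.42, SE 0.29). DPH3 went from 0.257 to 0.542 and 0.611 (1.16, SE 0.27), GNG4, a G protein subunit and an AIRE-sensitive gene, from 0.239 to 0.787 and 0.496 (1.38, SE 0.29), and the neurofilament gene NEFL from 0.322 to 0.598 and 0.672 (0.98, SE 0.21). The chaperone gene HSPA5 went from 0.030 to 0.068 and 0.066 (1.16, SE 0.30), and MCM6, a subunit of the replicative helicase, from 0.062 to 0.178 and 0.217 (1.65, SE 0.42). Exons of the other 7 overlap another gene: SNX22 overlaps PPIB, PSMC2 overlaps PMPCB, MYO5B overlaps SNHG22, MAP1LC3B overlaps FBXO31, HDLBP overlaps SEPTIN2, DDX5 overlaps CEP95 and RPS23 overlaps ATG10. The smallest log2 interaction among them was 0.91 (RPS23). The ratio of SNX22 went from 3.51 to 59.7 and 15.7, but rests on 10, 3 and 7 reads before the proximal site. With limma-voom, SNX22, MCM6, MYO5B and HSPA5 lost their calls. Of 149 genes on the AIRE-sensitive list, GNG4 was the 1 higher and 0 were lower with edgeR, and 3 were higher and 6 lower at an unadjusted p under 0.05.

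Among the lower ratios, that of TIGAR, a p53 target, went from 0.483 to 0.229 and 0.178 (log2 interaction -1.26, SE 0.29), RCN2 from 0.081 to 0.018 and 0.036 (-1.60, SE 0.37) and PNP, a purine phosphorylase, from 0.087 to 0.029 and 0.042 (-1.32, SE 0.30). ABCF1 went from 0.161 to 0.020 and 0.014, PPP1R8 from 0.423 to 0.065 and 0.087 and PCID2 from 0.339 to 0.045 and 0.040. Their regions beyond the proximal site are short, at 222, 145 and 148 bp, as is that of TUBA1A, at 148 bp. HYPK, RPL10, TUBA1A, RPL27A and PCID2 have exons that overlap those of another gene (SERF2, DNASE1L1, TUBA1C, DENND2B and CUL4A). Their log2 interactions ran from -1.06 for RPL27A to -2.95 for PCID2. With limma-voom, ABCF1, PCID2, PPP1R8 and HYPK lost their calls.

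**Figure D5:**
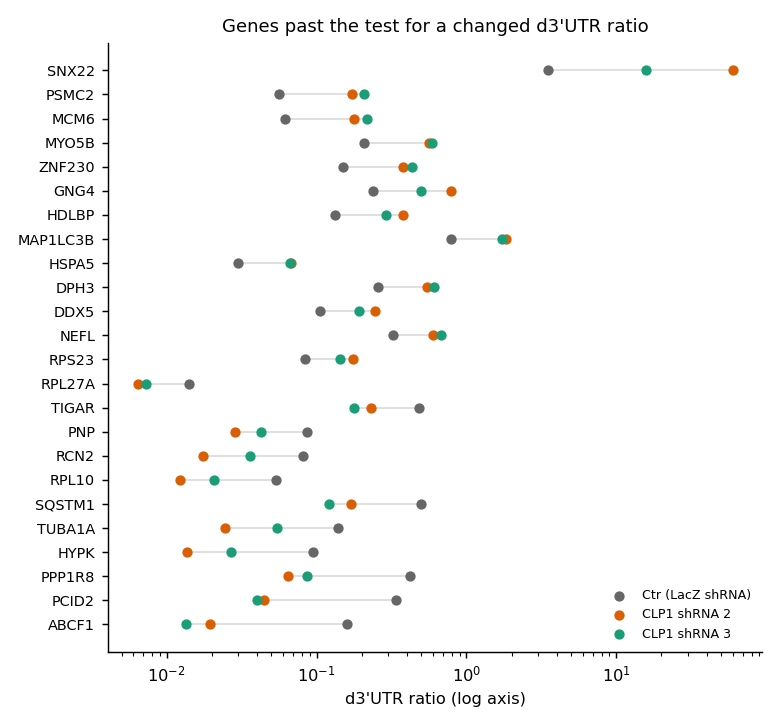
The d3'UTR ratio (log axis) of the 24 genes past the edgeR interaction test in the control and the libraries of CLP1 shRNA 2 and 3, ordered by the size of the change. Each point is 1 library; SQSTM1, whose call was kept by all 3 tools, stood at 0.499 in the control and at 0.171 and 0.122 after knockdown.

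Pairs of libraries were compared gene by gene with Fisher's exact test on the reads of both regions, which compares libraries and not conditions. Of 7442 genes, 173 had a higher and 199 a lower ratio with shRNA 2 than in the control, and 165 and 57 with shRNA 3, where simulated unchanged libraries gave 79.8 and 76.8 with the depth of shRNA 2 and 71 and 72 with that of shRNA 3. Between the knockdown libraries, which share their target, 362 were higher and 86 lower with shRNA 3. After thinning to the control total, these counts averaged 77.8 and 83.6, 91 and 27.2, and 29.6 and 24. The hairpins shared 86 higher and 35 lower calls, where independent lists would share 3.84 and 1.52 and simulated unchanged libraries with the same control 20.2 and 18.4; part of the shared calls may come from the control.

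The study also counted genes whose ratio in the control was below 0.5 of that after knockdown. With shRNA 2 these were 15.3% of AIRE-sensitive genes (26 of 170, 95% Wilson interval 10.7 to 21.5) and 8.13% of other genes (7.53 to 8.77). The opposite change was seen in 14.1% (9.67 to 20.1) and 8.72% (8.10 to 9.38). With shRNA 3 a doubled ratio was seen in 11.6% (7.61 to 17.2) and 9.07% (8.44 to 9.74), and a halved one in 17.3% (12.4 to 23.7) and 7.07% (6.52 to 7.68). With shRNA 3 against shRNA 2, the ratio doubled in 13.3% of AIRE-sensitive genes (9.13 to 19.1) and 7.57% of others (6.999 to 8.19). It was halved in 12.2% (8.21 to 17.8) and 5.68% (5.18 to 6.22). With all reads, the list thus exceeded other genes in both directions without a difference in target. After thinning, the doubled share between these libraries was 13.5% (8.68 to 19.45) and 10.2% (9.5 to 10.9), with overlapping intervals. The halved share was 12.6% (8.15 to 18.7) and 7.02% (6.5 to 7.6), so the excess stayed for the halved share alone. Against the control, with all reads, the shares of AIRE-sensitive genes lay above the intervals of other genes in both directions. For the doubled share with shRNA 3, however, the intervals of both sets overlapped. For AIRE-sensitive genes, the intervals of the doubled and halved shares overlapped with either hairpin. After thinning, the doubled share with shRNA 2 was 10.8% of AIRE-sensitive genes (7.01 to 17.0) and 7.98% of other genes (7.38 to 8.61), so the intervals of both sets overlapped there as well. The halved share after thinning was 18.5% (13.4 to 25.7) and 10.7% (10.01 to 11.4) with shRNA 2, and 19.3% (14.1 to 26.3) and 8.63% (8.01 to 9.29) with shRNA 3, so it stayed higher among AIRE-sensitive genes. The other genes were not matched to the list on reads. These shares therefore cannot tell a property of AIRE-sensitive genes from an effect of their read numbers.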

Values the study reported

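The study gave the knockdown of CLP1 as 75% with shRNA 2 and 72% with shRNA 3. Its methods describe knockdown efficiency by real-time PCR scaled to GAPDH, a different measure from the read counts used here.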

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

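All alternatives here were set before the data were examined, except the length trend. DESeq2 called 694 genes higher and 544 lower. On simulated data it recovered 26% of expression changes of 1 on the log2 scale and 73% of those of 2, against 57% and 90% with edgeR. Library totals gave 1010 higher, with the median of tested genes at -0.13, and coding exons with the 5'UTR gave 1118 and 1048. Every transcript on its own gave 2950 and 2839, from more features tested. For library totals and coding exons the cause was not tested. DESeq2 kept 55 of the 72 calls of named genes, voom 69, and the trend on transcript length 71. On the simulated expression data voom called 31 unchanged genes, edgeR 6 and DESeq2 0. DDX17 turned to -0.0084 with library totals, CD47 to -0.3692 with coding exons and 5'UTR, and LUM ran from -0.5583 to 1.5476 when 1 hairpin was left out (cause not tested; neither DDX17, CD47 nor LUM had passed the test). The hairpin correlation was 0.8569 with 0.5 reads added and 0.8753 with 5, and the covariance over that of simulated libraries 0.4255 and 0.3194. With at least 30 reads, the median ratios of all genes were 0.6373 in the control, 0.6279 with shRNA 2 and 0.6761 with shRNA 3, those of the AIRE-sensitive list 0.7348 in the control and 0.6248 with shRNA 3, and the mean difference of that list -0.0665; the median of shRNA 2 after thinning was 0.5883. The mean difference of all genes from the control ran from -0.0080 to 0.0425 when 1 hairpin was left out, and that of the AIRE-sensitive list, from -0.0450 to -0.0023, turned to 0.0701 with every transcript counted; the cause was not tested. In the interaction test, DESeq2 called 0 genes higher and 1 lower and kept 1 of 24 calls, and voom called 7 lower and kept 16; on simulated data DESeq2 recovered fewer changes than edgeR. Doubled ratios among other genes were 7.45% with shRNA 2 and 8.381% with shRNA 3 with at least 30 reads, and halved ratios 10.699% and 8.631% after thinning. Fisher calls after thinning were 77.8 higher and 83.6 lower with shRNA 2, 91 and 27.2 with shRNA 3, and 29.6 and 24 between hairpins, from fewer reads. Values recovered from the deposited normalized columns were not run, since those columns carry no library name. Low depth limits the fold changes of genes with few reads in any library, such as PEG3 with 260, 2 and 6 reads. Groups are too small for other splits of the samples. No paired analysis was possible because the groups share only replicate number 1.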

Other observations

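Of the tests below, those of the summed-read ratio and of RNA without a poly(A) tail were written before their result was seen, and the others after. PEG3-AS1, the antisense transcript of PEG3, and ZIM2 had lower reads along with PEG3, but the libraries are unstranded, so reads counted for PEG3-AS1 cannot be assigned to its strand. PEG3-AS1 had 34 control reads and 0 with either hairpin, at least 32.4-fold lower with shRNA 2 and 26.455-fold with shRNA 3 against a floor of 3 reads per library, on TMM-adjusted totals. ZIM2, which shares exons with PEG3, had 19 reads and 0, at least 18.1-fold and 14.78-fold lower.

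PEG3 was near 0 reads in both knockdown libraries. Loss of a chromosome segment reaching 1 Mb to either side of it is argued against by the other 35 genes of at least 5 CPM in that span, whose median log2 fold change was 0.0968 (95% bootstrap interval -0.2244 to 0.32), although medians of wider windows had been seen beforehand. A loss confined to PEG3 and its nearest neighbours stays open, because PEG3-AS1 and ZIM2 were below that level and USP29 and MIMT1 had 0 reads in every library. A difference between the control culture and the knockdown cultures that has nothing to do with CLP1 may account for it, since among genes of at least 5 CPM, with 2 reads added on average before the log, 6 were at least 16-fold lower in both knockdown libraries, 2 (FGF21 and GDAP1L1, with 1 control read each) at least 16-fold higher, and 0 as far apart between the hairpins. This cannot be told apart from an effect of CLP1 knockdown, because there was 1 control culture.

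Replication-dependent histone genes fell. Fewer cells in S phase stays open. The 13 genes of DNA replication and the G1/S switch had a median of 0.203 but went both ways (3 lower on average over both hairpins). Among the 27 cell cycle genes, 3 rose and 6 fell (1 and 7 with library totals). A lower carry-over of RNA without a poly(A) tail into the knockdown libraries may account for part of it: of 28 such RNAs listed beforehand, the 6 that could be tested had a median of -1.1573, with 5 below 0 in both hairpins. This rests on 1 to 28 control reads per gene, SCARNA17 stood at 2.14 in both libraries, and RMRP at -0.08 with shRNA 3. An effect of CLP1 knockdown itself stays open, since both list medians lay at or below -1.458, and cannot be told apart from a difference between cultures with 1 control.

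Among genes of 0.2 to 1 RPKM, a range chosen after looking at medians over finer groups, the median d3'UTR ratio was lower in the control than in both knockdown libraries. The lower depth of the control is a candidate explanation, since after thinning the higher of the knockdown medians was 0.3284, below the control median of 0.380. A lengthening of 3'UTRs large enough for the difference and shared across these genes is argued against by the ratio of reads summed over them, which does not depend on depth in this way. It was 1.02 times the control with shRNA 2 (95% bootstrap interval 0.922 to 1.12) and 1.08 times with shRNA 3 (0.978 to 1.1997), where the medians differed 1.32-fold and 1.27-fold. The summed-read ratio gives more weight to genes with more reads and is not the median of single genes. A lengthening confined to genes with the fewest reads therefore stays open. A smaller lengthening is not excluded, since in the groups of 1 to 5, 5 to 30 and over 30 RPKM the summed-read ratio with shRNA 3 was 1.09 (1.05 to 1.14), 1.06 (1.05 to 1.085) and 1.08 (1.03 to 1.14) times the control, while the intervals of shRNA 2 there included 1.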
